A study of Mus musculus with 4 samples.

How the data were processed

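The series holds whole-genome bisulfite sequencing of microglia, the resident macrophages of the brain, from mice. Bisulfite converts unmethylated cytosine to uracil and leaves methylated cytosine unchanged, so that the share of unconverted reads at a cytosine gives its methylation level. Per the labels' protocols, the cells came from mice 3 months of age, DNA was taken from 40000 sorted cells, 50 ng was converted and built into a library with 8 cycles of PCR, and paired reads of 75 bp were made. There were 4 samples in 2 groups, with 2 wild-type samples and 2 samples lacking the transcription factor IRF8, all of the C57BL/6J strain per the labels. Replicate numbers were taken from the sample titles. The labels give no litter, batch or sex.

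Both files analysed here are the authors' own comparison of the groups, and neither holds a value per sample. The number of per-sample columns left unused was 0. The table of sites gives, per the file headers, a difference in methylation level between the groups with its standard error, a test statistic, a dispersion per group, a p-value with its false discovery rate (FDR), and a posterior probability. The table of regions gives, per the file headers, the length, the number of cytosines, the difference, and an area score. The area score was taken to be the sum of the test statistics of the region, which no header states. The aligner, the caller, the genome build, the test and its settings are not given in the sources used here. The column names match those that the R package DSS writes for smoothed two-group tests, but no header names the tool. The headers number the groups and do not name them. The groups are therefore called the first and the second group throughout, after the deposited column names, and no genotype was assigned to either. Differences are on a scale from 0 to 1, and a position or region with a positive deposited difference, coded as the first minus the second group, is called higher in the first group. The columns with a level per group were read only to see that the difference is coded as the first minus the second group. They were not used further, because no header matches them to a genotype, so that differences are given without the levels behind them.

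What the site table was filtered on was tested on the values. The smallest posterior probability listed was 0.95. For 500 randomly drawn sites, the posterior returned a threshold on the absolute difference of 0.1 in every case. The site table is thus a list of sites with a posterior of at least 0.95 for a difference above 0.1, and it was not filtered on the FDR. The deposited rows keep numbers that follow chromosome and position and reach 42734461. The p-values and FDR of the listed sites implied 4.25e+07 tests. The row numbers were used as an index of the tested positions, so that the number of tested positions in a window could be read from the first and last listed row or by interpolation between them. Positions not listed have no value here. Windows were also compared with the 200 autosomal windows nearest in tested positions, because the listed share fell as that number rose. This comparison was added after the data were examined.

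The build was found by comparison with the reference. Of the listed sites, 78.0% lay on the C or the G of a CpG in GRCm38 (mm10), and 1.71% did so after a shift of 100 bp. Coordinates are those of the deposited tables on that build, counted from 1. Genes, transcripts, exons and UTRs were taken from GENCODE release M21. Where several genes overlapped a region, the shortest protein-coding gene was named, which passes over read-through models.

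Values of neighbouring positions are not independent. Of 68947 pairs of listed positions 1 bp apart, 66190 (96.0%) had identical differences. A pair of dispersion values (0.0571 in the first group and 0.0558 in the second) was shared by 99278 listed sites (36.9%), and a site with neither value is said to have its own dispersion. Counts of sites therefore overstate the number of separate differences, and clusters of sites within 500 bp were counted as well. The read depth behind each difference is unknown, since the tables give no counts. No interval that needs depth was computed, and the standard error of a difference is the one the authors deposited. Exact binomial (Clopper-Pearson) 95% intervals on shares of sites or regions cover counting error only and take the items as independent.

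The sites past the threshold were those with a deposited FDR under 0.05. No test of a site or region was added. With 2 samples per group an exact permutation test could not go below 0.333 (two-sided), even with values per sample. Shares of regions at annotated features and with sequence motifs were compared with 1000 sets of random windows of the same chromosome and length. The windows started at a CpG and held at least as many CpGs as the region. A second background with the same number of CpGs was added after the data were examined, because the windows of the first held a mean of 10.7 CpGs against 5.24 in the regions. The p-values against random sets are two-sided permutation values, and the smallest they can give is 0.002. A promoter reached from 1000 bp upstream to 1000 bp downstream of a transcription start, and a region was assigned by its midpoint. The planned motif was the composite element GGAANNGAAA, on either strand, which ETS and IRF factors bind together. Its share in regions of the 2 directions was compared by Fisher's exact test (two-sided). A further 12 motifs were added after the composite motif had been seen.

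Gene lists of 14 microglial identity genes, 16 disease-associated genes and 14 interferon response genes were fixed before the data were examined. A gene was counted where a region lay in it or within 10000 bp. The count was compared with 10000 random lists in which each gene was replaced by 1 of the 200 genes nearest in length, with Benjamini-Hochberg adjustment over the 3 lists. The regions and genes named were fixed by rule before the data were examined. They are the 5 regions of each direction with the largest absolute area score, Irf8, and every list gene with a region within 10000 bp, except that the region of the interferon response list is not reported here.

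The functions were tested on simulated data. Among unchanged sets of 1500 simulated regions, 4.33% had a permutation p-value under 0.05, and all sets (100%) with the motif planted in 5% of regions did. Of unchanged splits of 1500 regions, 3.50% had a Fisher p-value under 0.05. Of random lists drawn from 20000 simulated genes, 1.50% had a p-value under 0.05, and 95.0% of the lists of 14 genes with 6 planted did. The number of tested sites per window, taken from row numbers in simulated windows, had a median error of 0.0374%.

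The alternatives tried were stricter FDR limits, limits on the size of the difference or the number of cytosines, subsets of chromosomes, other promoter windows, other backgrounds, other motifs and other distances from a gene. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, and the genome was indexed with samtools 1.23.1.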

Results

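Methylation was compared between microglia of wild-type mice and of mice lacking IRF8, a transcription factor that microglia and other myeloid cells express. Each group had 2 samples. The comparison asks where the methylome of microglia differs when IRF8 is absent. The data analysed here were the authors' list of differing sites and their list of differing regions, each with a fitted difference in methylation level. There was no value per replicate, so no difference could be set against the spread between replicates, and the depth behind each difference is unknown. The headers number the groups without naming the genotype. Directions are therefore given as higher or lower in the first group, from the sign of the authors' difference.

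The site list held 269406 positions, of which 50425 (18.7%) had an FDR under 0.05. The median absolute difference in level was 0.329 over all listed positions, with a median standard error of the difference of 0.103. Over the positions with an FDR under 0.05 the median absolute difference was 0.414. The listed positions were selected by a posterior probability and not by the FDR. Their median FDR was 0.492, and 133597 had an FDR above 0.5. Under a stricter FDR of 0.001, 16491 positions remained. Positions close together shared a fitted difference, and the 50425 positions formed 27566 clusters within 500 bp.

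Of the listed positions, 59168 (22.0%) did not lie on a CpG of the reference. Among those with an FDR under 0.05 the number was 13974 (27.7%). Restricted to reference CpGs, 36451 positions had an FDR under 0.05.

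More positions were higher in the first group than lower. With an FDR under 0.05, 29306 were higher and 21119 lower, a share of 58.1% (95% Clopper-Pearson interval 57.7 to 58.5). The share was above 50% on 18 of 19 autosomes, and ranged from 48.0% on chromosome 18 to 69.4% on chromosome 9. The direction depended on which positions were counted. Among positions with an FDR under 0.05 and a dispersion of their own in both groups, 49.3% were higher in the first group. Over all listed positions at reference CpGs with their own dispersion the share was 59.2%.

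Listed positions made up between 0.519% (chromosome 11) and 0.697% (chromosome 6) of the tested positions on the autosomes. On the X and Y chromosomes they made up 1.12% and 1.52%. The share was higher where fewer positions were tested, and in autosomal windows with as few tested positions as those of X it was 1.17%. With an FDR under 0.05 the share was between 0.0931% and 0.132% on the autosomes, 0.146% on X and 0.197% on Y. The median standard error of the listed positions was 0.113 on X and 0.118 on Y, above the range of 0.101 to 0.104 on the autosomes.

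**Figure D1:**
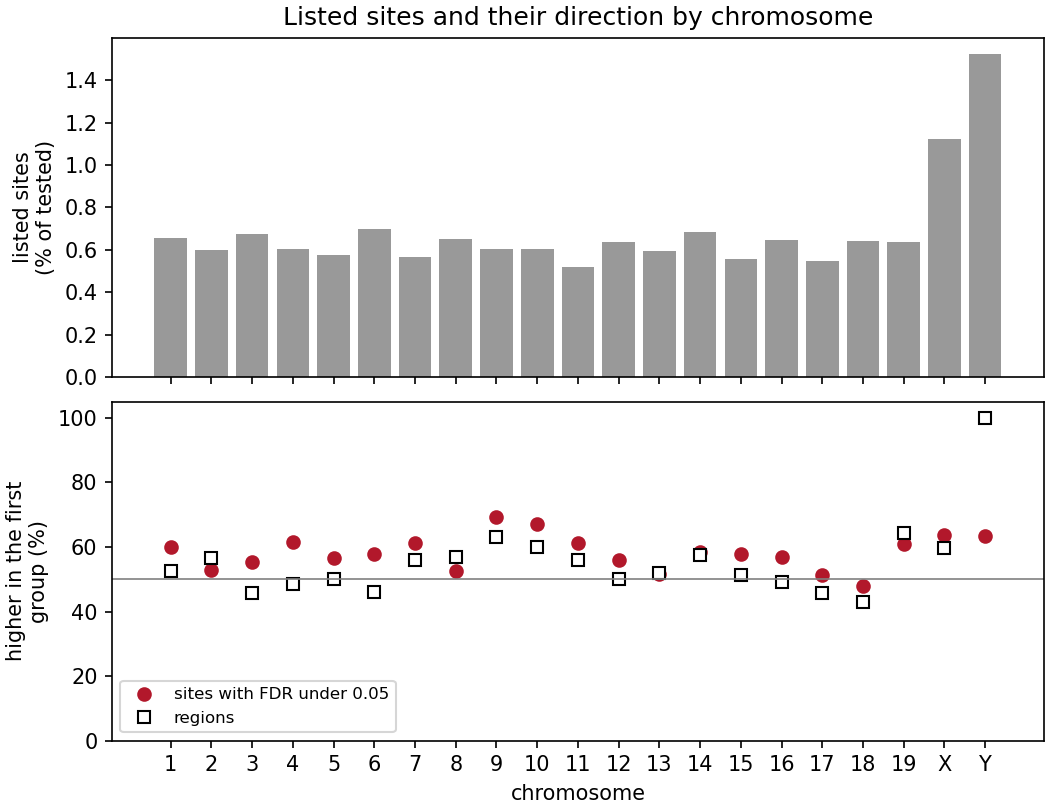
Listed positions as a percentage of tested positions (upper panel, bars) and the percentage higher in the first group among sites with an FDR under 0.05 (filled circles) and among regions (open squares), by chromosome. The X and Y bars, at 1.12% and 1.52%, stand above all autosomes, and the site shares lie above 50% on every autosome but chromosome 18; the Y chromosome has 3 regions.

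The region list held 3389 regions that covered 914010 bp. Their median length was 199 bp, with a range from 51 to 4117 bp, and they held a median of 9 cytosines. The median absolute difference in level was 0.405 (quartiles 0.362 and 0.457). Of the regions, 1808 were higher in the first group and 1581 lower, a share of 53.3% (95% Clopper-Pearson interval 51.7 to 55.0). This excess did not hold among regions with at least 10 cytosines, of which 47.5% were higher in the first group. The share was above 50% on 11 autosomes, equal to 50% on 2 and below on 6. The median absolute difference was 0.398 in the regions higher in the first group and 0.413 in those lower.

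**Figure D2:**
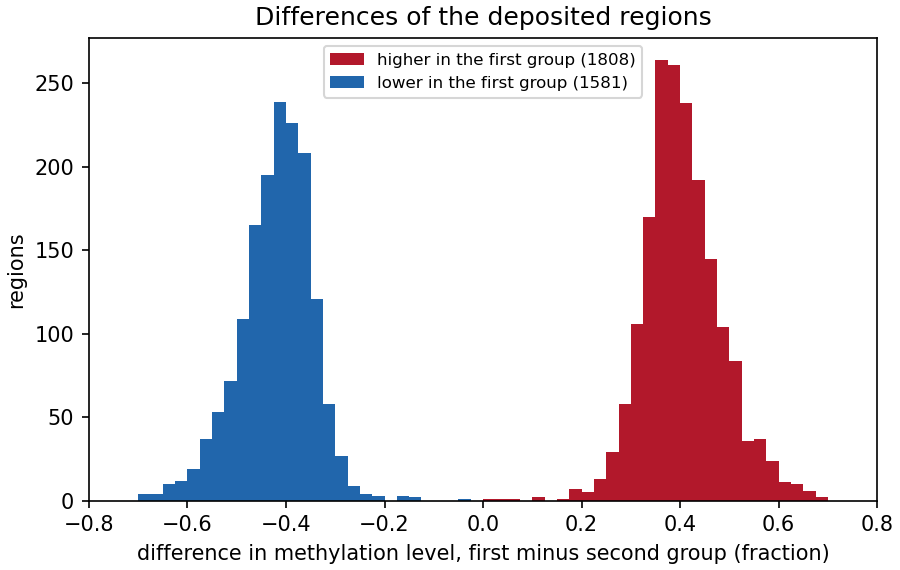
Number of regions (vertical axis) by their difference in methylation level, first minus second group, as a fraction (horizontal axis), with regions higher in the first group in red and lower ones in blue. The 1808 positive and 1581 negative differences form separate peaks, with a median absolute difference of 0.398 and 0.413.

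The site and region lists matched each other. Of the 3389 regions, 3387 held a listed position, and the 42923 listed positions inside regions made up 99.3% of the cytosines counted in them. Of these positions, 99.9% had the direction of their region. A position with an FDR under 0.05 was present in 2639 regions (77.9%), and 750 regions held none. Conversely, 21207 (42.1%) of the positions with an FDR under 0.05 lay in a region. Many regions were short of reference CpGs: 1277 (37.7%) held fewer than 3, and in 2900 (85.6%) the number of cytosines counted exceeded those of reference CpGs.

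Regions lay mostly outside promoters. The midpoint fell in a promoter in 286 regions (8.44%), against a mean of 23.8% in random windows with at least as many CpGs, a ratio of 0.355 (permutation test, p = 0.002, the smallest that 1000 sets give). The ratio depended on the background. Against windows with the same number of CpGs the random mean was 9.42% and the ratio 0.896 (permutation test, p = 0.0400, adjusted to 0.0599 over promoters, exons and gene bodies). Against windows matched on length only, the ratio was reversed, at 1.82. Promoters held 7.85% of the regions higher in the first group and 9.11% of those lower (Fisher's exact test, p = 0.194). A protein-coding gene contained the midpoint in 2134 regions (62.97%), against 49.2% in windows with the same number of CpGs (ratio 1.28, permutation test, p = 0.002, the smallest possible, adjusted to 0.00599). An exon contained it in 263 regions (7.76%), against 7.71% in the same windows (permutation test, p = 0.895). Against windows with at least as many CpGs, the ratios were 1.16 for gene bodies and 0.473 for exons, so that the exon result depended on the background. The exon and gene body counts were added after the promoter count had been seen.

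IRF8 binds DNA together with ETS factors such as PU.1 at the composite element GGAANNGAAA, and the regions were searched for it. It was present in 39 of 1808 regions higher in the first group, or 2.16% (95% Clopper-Pearson interval 1.54 to 2.94). It was present in 279 of 1581 regions lower in the first group, or 17.6% (15.8 to 19.6). The odds were 9.72 times higher in the latter (Fisher's exact test, p = 4.39e-58). Against random windows with the same number of CpGs, the regions higher in the first group had a ratio of 0.863 (permutation test, p = 0.378). For the regions lower in the first group the random mean was 2.73% and the ratio 6.46 (permutation test, p = 0.002, the smallest possible). The alternative that moved the odds ratio most was another motif, the ETS core alone, with 1.37. The element GAAANNGAAA, which IRF factors bind without ETS factors, gave 1.79. The composite motif within 500 bp around the midpoint gave 9.11.

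**Figure D3:**
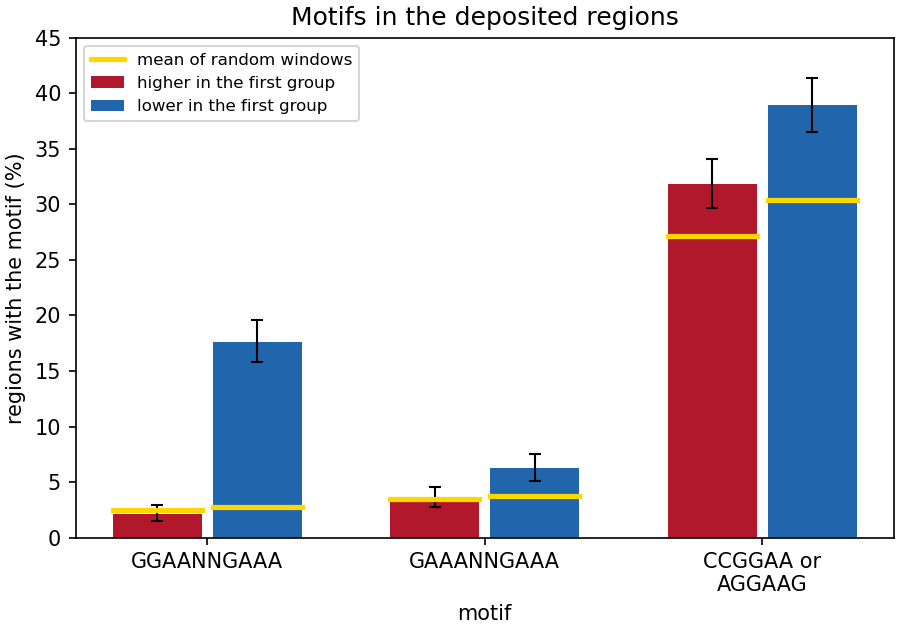
Percentage of regions with each motif, for regions higher (red) and lower (blue) in the first group, with 95% Clopper-Pearson intervals as error bars and the mean of random windows with the same number of CpGs as yellow lines. The composite motif GGAANNGAAA stands at 17.6% in the regions lower in the first group against a random mean of 2.73%.

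Irf8 (ENSMUSG00000041515.10, chromosome 8, 120736358 to 120756694) had 1 region. In the authors' deposited table it spans 120739926 to 120740175 in the coding sequence, with a difference of 0.275. Within 10 Mb of Irf8, listed positions per Mb lay above 97.1% of the other autosomal windows of 20 Mb, and as a share of tested positions (0.527%) they lay above 90% of the 200 windows nearest in tested positions (median 0.434%). None of its 15 listed positions had an FDR under 0.05. A difference in methylation does not show whether the gene was deleted, so the genotype labels were not checked by it.

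Among the regions higher in the first group, the largest area score belonged to a region in Sash1 on chromosome 10. In the authors' deposited table that region spans 8754853 to 8757894, overlaps coding sequence, and had a difference of 0.580. All its 115 listed positions had an FDR under 0.05. The next, on chromosome 8 from 89025242 to 89026127, lies 1108 bp outside Sall1, and the authors' deposited table gives a difference of 0.363. Only 14 of its 120 positions had an FDR under 0.05. Regions in Anks1 (chromosome 17, 28007862 to 28008641), Gcnt2 (chromosome 13, 40918372 to 40920100) and Apoc1 (chromosome 7, 19691553 to 19692347) followed, all of which overlap coding sequence. Their differences in the authors' deposited table were 0.501, 0.475 and 0.461. The Sash1, Anks1 and Apoc1 regions were counted at a promoter of an annotated transcript, and those at Sall1 and Gcnt2 were not.

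Among the regions lower in the first group, the largest area score belonged to a region with 316 cytosines in the coding sequence of Hic1 (chromosome 11, 75165976 to 75167806). Its difference in the authors' deposited table was -0.336. A region over the start of Ly86, with coding sequence and UTR, spans 37344879 to 37346854 on chromosome 13, and the authors' deposited table gives -0.625. Regions in a UTR of Sorbs3 (chromosome 14, 70205858 to 70207245) and in coding sequence and UTR of Kcnip3 (chromosome 2, 127481835 to 127482599) had differences of -0.450 and -0.438 in the authors' deposited table. The fifth region lies between genes on chromosome 14 (114865265 to 114868577), 223638 bp from Gpc5, the nearest protein-coding gene, and the authors' deposited table gives -0.559. The Ly86, Sorbs3 and Kcnip3 regions were counted at a promoter of an annotated transcript, and those of Hic1 and near Gpc5 were not.

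Of the 14 microglial identity genes, 6 had a region within 10000 bp, against a mean of 1.23 in random lists of the same gene lengths (permutation test, p = 0.0008, adjusted over the 3 lists to 0.0024). Of the 16 disease-associated genes, 4 had a region against a mean of 0.891 (permutation test, p = 0.0178, adjusted to 0.0267). Of the 14 interferon response genes, 1 had a region against a mean of 0.718 (permutation test, p = 1). P2ry12 and P2ry13 share their regions, and counted once they left 5 of 13 identity genes (permutation test, p = 0.0058). Cx3cr1 was counted only through its longest annotated transcript, and without it 5 of 13 were left (permutation test, p = 0.0032). With regions of at least 10 cytosines, 2 disease-associated genes were left (permutation test, p = 0.178). Over all 21912 genes, 2015 had a region.

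The regions at identity genes went in both directions. The regions of P2ry12 lie in its coding sequence and UTR (chromosome 3, 59217226 to 59217674 and 59217865 to 59218409), with differences in the authors' deposited table of -0.490 and -0.455. Both regions of Aif1 (chromosome 17, 35170963 to 35171957 and 35173209 to 35173896) were also lower in the first group, by -0.478 and -0.405 in the authors' deposited table. The Aif1 regions were counted at a promoter of an annotated transcript, and those of P2ry12 were not. In introns of Mef2c, 2 regions were lower and 1 was higher in the first group, between -0.469 and 0.436 in the authors' deposited table. Sall1 had 5 regions, of which 3 in an intron were lower and 2 outside the gene were higher in the first group, with the authors' deposited table giving values from -0.501 to 0.363. The region counted for Cx3cr1 lies 1853 bp past the end of its annotation (chromosome 9, 119899507 to 119899763) and 170244 bp from its start, with 0.406 in the authors' deposited table.

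Of the disease-associated genes, Apoe had 4 regions, all higher in the first group, with differences from 0.301 to 0.461 in the authors' deposited table. The Apoc1 region is 1 of the 4. All but the region from 19695813 to 19696369 were counted at a promoter of an annotated transcript. An intron of Clec7a (chromosome 6, 129470867 to 129471933) differed by 0.539 and an intron of Cd9 (chromosome 6, 125493154 to 125493232) by 0.351 in the authors' deposited table. The regions of Batf3, 6524 and 6718 bp outside the gene on chromosome 1, had -0.311 and -0.332 in the authors' deposited table.

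Listed positions were concentrated at Sall1, a gene encoding a transcription factor of microglia. In windows of 1 Mb, the window from 89000001 to 90000000 on chromosome 8 had 1387 listed positions, or 6.94% of those tested, the highest of 2391 autosomal windows. The median autosomal window had 0.632% and the next highest 3.46%. The window held 40 regions, of which 28 were higher and 12 lower in the first group, and 37 lay outside Sall1, the only protein-coding gene there. The next highest number of regions in an autosomal window was 16. Counted as clusters of positions within 500 bp per 100 tested, the window had 1.03, which ranked 61 among all autosomal windows. Among the 200 windows nearest in tested positions the median was 0.156 and the highest 0.286. It was chosen after the values had been seen.

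**Figure D4:**
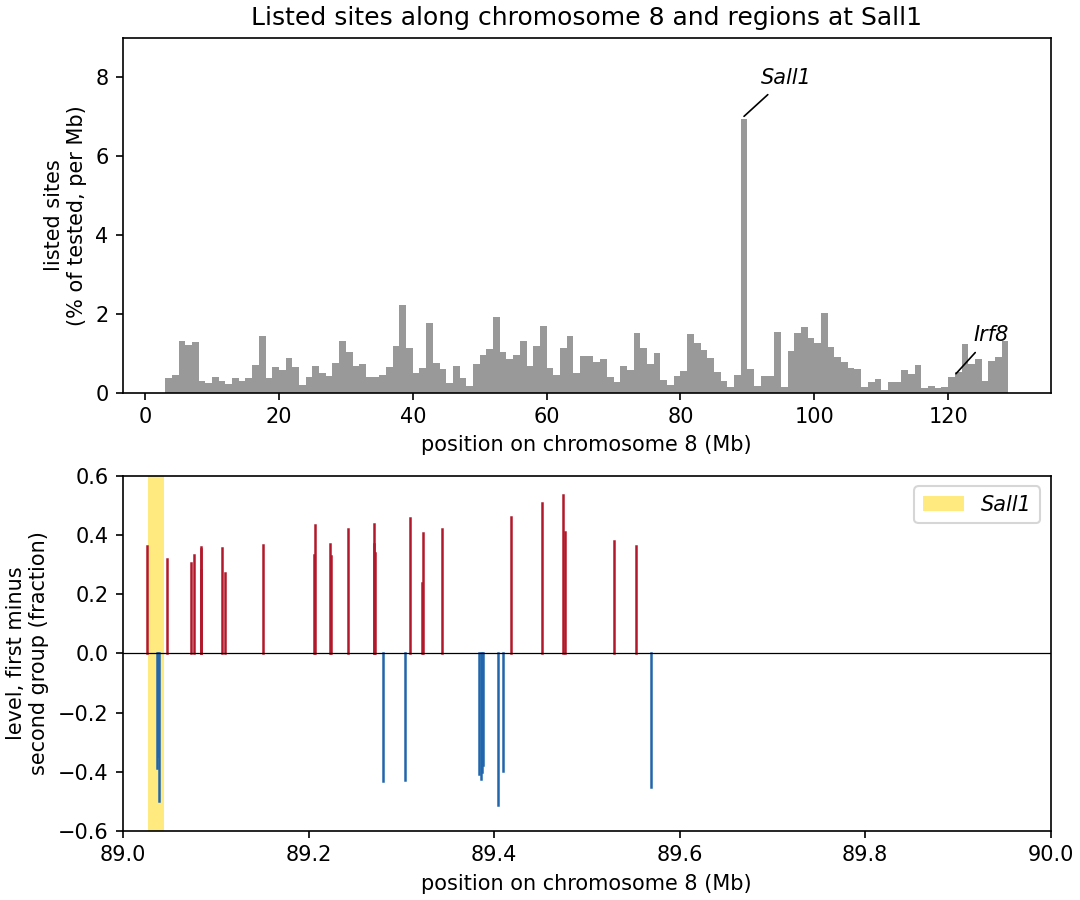
Listed positions as a percentage of tested positions in windows of 1 Mb along chromosome 8 (upper panel, bars), with Sall1 and Irf8 marked, and the difference in level, first minus second group (fraction), of each of the 40 regions between 89 and 90 Mb (lower panel, lines), with Sall1 shaded. The Sall1 window reaches 6.94%, and its regions go in both directions.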

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

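The reference CpG, own-dispersion, cluster, all-site, region-content and same-CpG-number settings, the repeat-masked and autosomal settings of the motif, and the direction, shared-region and gene-model settings of the gene list were chosen after seeing the data; the rest were set before the data were examined. Of 69 alternatives, 41 left the result on its side of the threshold, within its counting interval, or within 1.5 times the count. Thresholds were applied to unadjusted p, and 1 of the 41, promoters against windows with the same number of CpGs, passes 0.05 only so. No paired analysis was possible because the tables hold no values per sample. For the same reason the planned coverage minimum, the replicate block and the leaving out of each replicate were not run. A minimum difference of 0.1 removed no site, so it tests nothing.

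The count of 50425 sites moved to 30043 with an FDR under 0.01 and to 16491 under 0.001. It rose to 114371 with a p under 0.001, a limit that admits sites with an FDR up to 0.359. It fell to 17536 with sites of their own dispersion, and to 27566 when clusters were counted. The thresholds and the dispersion limit admit fewer or more sites, and clusters group the same sites.

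The share of sites higher in the first group, 58.1%, was 57.2% with an FDR under 0.01, 56.5% under 0.001, 56.3% with a difference of at least 0.3, 57.6% at reference CpGs, 61.9% over all listed sites and 65.4% over clusters. It reversed to 49.3% (48.5 to 49.996) at sites with their own dispersion; the cause was not tested by this setting. Regions gave 53.3%, which was 51.2% (49.3 to 53.0, which includes 50%) with at least 5 cytosines. The share reversed to 47.5% (44.9 to 49.98) with at least 10 cytosines and to 47.6% (45.2 to 49.96) for regions at or above the median absolute area score. With at least 3 reference CpGs it was 49.2% (47.0 to 51.4), an interval that includes 50%. The cause was not tested. The Clopper-Pearson intervals given cover counting error only. The excess over all listed sites was present on all 19 autosomes, while that among regions, and among sites past the threshold, depended on the settings named.

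The number of regions, 3389, fell to 1553 with at least 10 cytosines, to 1695 at or above the median area score and to 2112 with at least 3 reference CpGs. Their median absolute difference of 0.405 was 0.409 with at least 5 cytosines, 0.424 with at least 10, 0.409 with a difference of at least 0.3, 0.428 at or above the median area score, 0.424 with a site past the threshold and 0.421 with at least 3 reference CpGs. Regions with sites past the threshold at 50% or more of their cytosines numbered 1490, against 2639 with at least 1 such site.

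The ratio of promoters to random windows, 0.355, reversed to 1.82 with windows matched on length only. The alternative's construction shows why, since such windows are not required to hold CpGs. The other 4 settings gave ratios from 0.308 to 0.896, the last with the same number of CpGs, where p was 0.0400 before adjustment and 0.0599 after. The motif odds ratio stayed above 1 in all 8 alternatives, and every p was under 0.05 (Fisher's exact test). In the alternatives that kept the composite motif it was between 8.61 and 10.6. With other motifs it was 1.79 for GAAANNGAAA and 1.37 for the ETS core. The count of identity genes, 6, was 3 with regions higher in the first group only (permutation test, p = 0.0664) and 5 with regions lower (permutation test, p = 0.0002, the smallest possible), and the difference between these was not tested.

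Depth limits all of these values in a way the tables do not show. In a smoothed fit a site with few reads draws on its neighbours, and none of the settings can tell such a site from a deeply read one.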

Other observations

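The tests of the site density around Irf8, of listed sites on X against the autosomes, and of the Sall1 window at reference CpGs with their own dispersion were set before their results were seen; all other tests below were chosen after. The Sall1 window itself was found in the data. No group is named in the tables, so no biological explanation that needs a genotype's direction was tested.

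Mice with a targeted allele can carry a segment of another strain around it, whose variants could appear as methylation differences. Within 10 Mb of Irf8 there were 142.8 listed sites per Mb, against a median of 103.0 and a range from 65.6 to 196.5 over 2017 other, overlapping autosomal windows of 20 Mb. The density lay above 97.1% of these windows, and 59 were higher, of which 20 held Sall1. It thus missed the mark set for such a segment, a density above all other windows, but a rank this high does not argue against one. Of the sites, 69.2% were higher in the first group. As a share of tested sites, 0.527% were listed, below the median of 0.633% over all other windows. The listed share falls as the number of tested sites rises, however, and the median of the 200 windows nearest in tested sites was 0.434%. Irf8 lay above 90% of these windows and below their highest, 0.696%. The sides of the gene differed. Before Irf8, 3 of 9 windows of 1 Mb lay above the median of their 200 nearest windows in tested sites, with values from 0.111% to 0.692%. After it, 7 of 8 did, with values from 0.292% to 1.31%. A segment of another strain on both sides is not seen in these values. On the side after Irf8 the listed share was raised, and a segment there stays open. How often such a run of raised windows occurs elsewhere was not tested. Only 1 locus was looked at, and the side was chosen after the values were seen.

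At Sall1, several technical explanations of the density of listed sites were weighed. Counting only reference CpGs with their own dispersion, 4.39% of tested sites in the window were listed, again the highest of the autosomal windows (next 1.83%). This argues against positions outside CpGs, or with the most frequent dispersion, as the cause. A segment reaching from Irf8 to Sall1 would raise the windows between the genes. Their median was 0.523%, and 15 of 28 lay above the median of the 200 windows nearest in tested sites. Of the 28, 8 lay below the lower quartile of such windows, with a lowest value of 0.0636%. This argues against a continuous segment that raises the listed share throughout. Chance was tested by placing the 99281 autosomal clusters of listed sites anew 1000 times, among windows with a similar number of tested sites. The highest window of any placement reached 5.03%, against 6.94% at Sall1, which argues against chance placement of whole clusters. Windows were above the median highest value of 2.36% in 13 cases, so an uneven spread is not limited to Sall1. The clusters of listed sites per 100 tested were 1.03, which ranks 61 among all autosomal windows (median 0.234). Among the 200 windows nearest in tested sites the median was 0.156 and the highest 0.286. Together with the 40 regions in both directions, this argues against 1 long smoothed stretch. The clusters were also larger, with 6.73 listed sites each against 2.49 over all listed sites. A contribution of smoothing to the size of clusters was not tested and stays open, as does a difference in methylation between the genotypes around this gene. The latter is a hypothesis, found and tested on the same data.

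The composite motif was more frequent in regions lower in the first group, which made up 279 of the 318 regions that held it. Random windows of the same length and CpG number held it in 2.73% of cases, which argues against length or CpG content as the cause. In regions under 10% repeat-masked the odds ratio was 8.61, which argues against repeats. A general excess of regulatory motifs in that direction is argued against for the added list of 12 motifs only. In 500 bp around the midpoint, 5 of the 12 were more frequent in the regions higher in the first group after Benjamini-Hochberg adjustment, and 0 in those lower. SMAD was above random only in those lower (6.39%, random mean 5.09%, permutation test, p = 0.0200). Outside this list, 2 motifs were counted within the regions themselves and not in 500 bp. GAAANNGAAA was found in 6.26% of the regions lower in the first group and 3.60% of those higher (random mean 3.77% and 3.50%). The ETS core was found in 39.0% and 31.9% (random mean 30.4% and 27.2%), so that part of its contrast was present in random windows of the same lengths. In the 500 bp, the motif for AP-1 was found in 16.0% of the regions higher in the first group and 8.98% of those lower (random mean 7.75% and 7.80%, Fisher's exact test, adjusted p = 2.62e-09). C/EBP was found in 12.2% and 5.69% (random mean 6.94% and 6.67%, Fisher's exact test, adjusted p = 2.10e-10), and RUNX in 25.9% and 16.4% (random mean 17.1% in both, adjusted p = 2.00e-10). MAF was above random in both directions, with 29.0% and 24.2% (random mean 20.1% and 20.5%, Fisher's exact test, adjusted p = 0.0039). MEF2 was found in 9.29% and 6.20% (random mean 8.01% and 7.54%, Fisher's exact test, adjusted p = 0.00256), and in the regions higher in the first group it did not differ from random (permutation test, p = 0.0559), while in those lower it was below random (permutation test, p = 0.048). The ETS core was above random in both directions, with a ratio of 1.17 in the regions higher in the first group and 1.28 in those lower. PU.1 was likewise above random in both (permutation test, p = 0.018 and 0.002, the latter the smallest possible). So was the composite motif of IRF and bZIP factors, with 7.25% and 7.46% (random mean 6.05% and 6.04%, permutation test, p = 0.042 and 0.026). Its share did not differ by direction (Fisher's exact test, adjusted p = 0.843). The permutation p-values of the added motifs were not adjusted for the number of motifs. A candidate explanation is that the regions of the 2 directions are different sets of regulatory elements, with the composite motif in one set, AP-1, C/EBP and RUNX motifs in the other, and ETS motifs in both. Motif matches do not show binding, and no binding data were used here.

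Sites on the sex chromosomes were listed more often than on any autosome. The 1.12% of tested sites on X lay outside the autosomal range of 0.519% to 0.697%, which had been set as the mark of a difference in sex between the groups. Autosomal windows with as few tested sites as those of X had 1.17% listed, so that at a like number of tested sites X was not above the autosomes, and fewer tested sites on X fit the pattern. A higher standard error also fits the pattern: its median on X was 0.113 against at most 0.104 on an autosome, as lower depth on a single-copy chromosome could give. The median over windows was 0.115 on X and 0.103 in autosomal windows with as few tested sites. Fewer positions were tested on X as well, at 64.4 per 100 cytosines of reference CpGs against 95.4 to 108 on the autosomes, and 109802 positions were tested on Y. Relative to its tested sites X had fewer regions than any autosome, with a rate of 4.97 against 6.40 to 11.4. Autosomal windows with as few tested sites had a rate of 4.86, so that the regions showed no clear excess on X. Of the 62 regions on X, 5 lay at promoters, no larger a share than the 8.44% over all regions. A lower depth and fewer tested sites on X fit the values. The lack of a clear excess on X, in sites, regions or promoters, argues against groups of wholly opposite sex. A sex difference in some of the samples stays open, since the labels give no sex.

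The direction of sites went with their dispersion. At reference CpGs with an FDR under 0.05, 65.3% of the 11055 sites with the most frequent dispersion in both groups were higher in the first group, against 49.2% of the 17528 sites with their own dispersion in both groups. The order was the same on 18 of 19 autosomes. Over all listed sites at reference CpGs the shares were 65.6% and 59.2%, so that without the FDR limit the excess was smaller at sites with their own dispersion but present. Among listed sites, the share higher in the first group fell across 4 equal sets of autosomal windows from 72.0% in the set with the fewest tested sites to 55.5% in the set with the most. The excess in direction among sites with an FDR under 0.05 may thus rest on sites with little data of their own. A difference in depth between the groups, and a true difference in CpG-poor sequence, could not be separated, because no depth was given.

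The 59168 listed positions outside reference CpGs were all at a C or a G, with 10657 at a C and 48511 at a G. The most frequent dispersion in both groups was shared by 96.3% of them, against 20.1% of those at reference CpGs. Another genome build is argued against by the 78.0% of listed sites at reference CpGs. Single-base variants that make a CpG are argued against by the base next but one, since 90.1% of the listed C positions had a G there, against 21.9% of such bases in the genome. Of the listed G positions, 81.6% had a C at the mirrored place, against 21.9%. An alignment with a gap of 1 base would join such a C and G into an apparent CpG, but methylated cytosines in the context C, any base, G could give the same pattern, so that this share alone cannot tell. For cytosines in CAG, the C was listed at 9291 positions and the same context on the other strand, CTG read at its G, at 9049, which methylation on both strands would also give. For cytosines in CTG the strands differ, with 287 C positions listed against 25591 for CAG read at its G. For cytosines in CCG, read at the G of CGG, 4949 positions were listed. Almost all listed C positions with a G next but one were in CAG or CTG, which leaves few in CCG. Methylation on both strands is argued against for CTG and CCG, and stays open for CAG. The median absolute difference was 0.295 outside CpGs and 0.339 at CpGs. Gapped alignments stay open, and the strand difference of the CTG and CCG contexts has no explanation here.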
